A study of Mus musculus with 12 samples. Its data were reported in "Targeting β-catenin degradation with GSK3β inhibitors induces cell death in acute lymphoblastic leukemia" (2026).

How the data were processed

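RNA expression was measured in 12 libraries of pre-B cells from mice, transformed with the BCR-ABL1 oncogene, a model of B cell acute lymphoblastic leukemia (B-ALL). The cells came from mice in which exon 3 of 1 copy of Ctnnb1, the gene of β-catenin, is flanked by loxP sites. That exon carries the phosphorylation sites through which β-catenin is marked for degradation, so its excision by Cre stabilizes the protein. The cells had first been edited with Cas9 ribonucleoproteins carrying either nontargeting guides (WT) or guides against Ikzf1 and Ikzf3 (KO), and lines had been grown from single cells. Each line then received a vector for ERT2 alone, the tamoxifen-binding receptor domain, or for Cre-ERT2, whose Cre becomes active with 4-hydroxytamoxifen (4-OHT). Sorting on GFP enriched the transduced cells. The protocol names day 1 after 4-OHT, in wording written for chromatin experiments. Polyadenylated RNA libraries were made from 280 ng of RNA with 10 PCR cycles.

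Groups were taken from the sample titles, which give 4 groups of 3 replicates, namely ERT2 WT, Cre-ERT2 WT, ERT2 KO and Cre-ERT2 KO. The study describes several clones per genotype, with loss of both proteins checked by western blot, and does not assign clones to these libraries. The labels do not say whether the replicates of a group are separate single-cell-derived lines, separate cultures of 1 line or separate days. Every per-sample column of the table was matched to 1 library.

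The authors quantified paired-end reads with Salmon, aligned them with STAR to mm10 and analyzed them with DESeq2, according to the study's methods. The deposited table holds 1 log2 value per gene and library, normalized between libraries by the authors, for 12151 genes. It gives no counts, fold changes or p-values. The transformation is not stated. The values run from 1.76 to 18.87, and at means of 6 to 8 the spread between replicates (0.040 to 0.046) lies below the counting noise that 1 read per unit would give (0.12). In each replicate pair this spread was smaller than at means of 8 to 10 (0.044 to 0.059). Counting noise runs the other way at any depth, being larger at low means. That order argues against uncompressed log2 values for the weakly expressed genes. With depth and transformation unknown, the form and extent of a compression are open. It would understate fold changes of weakly expressed genes and reduce spreads between replicates. Reduced spreads may inflate the number of called genes, by an amount that cannot be told without read counts. Because the table holds no counts, the sequencing depth of each library is unknown and no counting interval is given. The unlogged values sum to nearly the same total in every library, which reflects the normalization and not the depth. Which genes were removed before deposit is not stated.

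The test fixed before the data were examined assumed unlogged normalized values and took log2 of the value plus a pseudocount of 1. The values turned out to be log2 already, so they were used directly, without a pseudocount, and the pseudocount entered as an alternative on the unlogged values. The planned filter on low means removed no gene. A linear model with 4 group means and no covariate was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-dependent prior), and P values were adjusted over the 12151 genes with the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. The 5 contrasts were the β-catenin effect in WT cells, the β-catenin effect in KO cells, the KO against WT difference in ERT2 libraries and in Cre-ERT2 libraries, and the difference of the β-catenin effect between KO and WT. Single genes were also compared with an exact 2-sided permutation test, for which 3 against 3 libraries allow no p below 0.1.

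Gene lists were written from general knowledge before the data were examined and are not a published collection. The 2 lists tested in every contrast were a Myc target list (199 of 200 genes in the table) and a Wnt feedback list (13 of 22). Further lists covered nucleolar Myc targets (57 of 58), p53 targets (21 of 25), interferon response genes (20 of 24) and pre-B cell receptor signaling genes (18 of 18). Lists were tested with fgsea 1.28.0 over the log2 fold changes, with adjustment over the 10 tests of the first 2 lists. The further lists were adjusted over all 30 tests. Genes within a list are not independent, so camera (inter-gene correlation 0.01, or estimated) and fry were run on the libraries as well. A list's median was also placed among those of 10000 random lists matched on mean expression.

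Genes named in the text were chosen by a rule fixed before the data were examined. It holds 12 genes of the study's questions (Ikzf1, Ikzf3, Ctnnb1, Myc, Prdm1, Pax5, Axin2, Kremen1, Nkd1, Nkd2, Tcf7 and Tle3) and, in each contrast, the 5 largest rises and 5 largest falls among called genes with a mean above the median gene, a symbol, and all 3 values of one group above all 3 of the other. The difference between KO and WT compares no pair of groups, so the last condition was not asked of it. Immunoglobulin segments, predicted genes and pseudogenes were left out of that selection, which removed 17, 24, 112, 115 and 5 genes in the 5 contrasts in the order given above. Coordinates, gene length and GC content came from the GENCODE annotation of GRCm38, the same assembly as mm10, in which 12111 of the 12151 identifiers were found. Symbols are those of the deposited table. A gene that the rule selects is not reported here.

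The scripts were tested on simulated log2 values drawn from the real means and residual spreads, with 200 genes changed in Cre-ERT2 WT libraries only. Of the genes changed by 0.25, 61 of 67 were called, as were 67 of 67 changed by 0.5 and 66 of 66 changed by 1. Among 11951 unchanged genes there were 9 false calls in WT and 0 in KO. A shift of -0.05 given to the 199 Myc target genes was recovered as -0.053.

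Alternatives planned before the data were examined were fits to the 6 libraries of a contrast, a replicate block, leaving out each library, pseudocounts of 0.1 and 10, a mean of at least 10 on the unlogged scale, stricter thresholds, and other list tests, rankings and list versions. Alternatives added after the data were seen were a pseudocount of 1, median centering, quantile normalization, removal of GC and length trends from each library (lowess span 0.3), eBayes without the trend, a fold change threshold of 0.5 and a Wnt list without the 6 genes that the study names. Count-based tests were not run.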

Results

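Expression of 12151 genes was available for 12 libraries of BCR-ABL1 transformed mouse pre-B cells, in 4 groups of 3 replicates. The groups combined 2 backgrounds, edited with nontargeting guides (WT) or labelled as knockout of Ikzf1 and Ikzf3 (KO), with a vector for ERT2 (control) or Cre-ERT2 (stabilized β-catenin). Values are on the authors' normalized log2 scale, and fold changes are differences of log2 values. The median value per library lay between 9.06 and 9.11. Sequencing depth is unknown, so the precision of a value is given by its replicates alone. Among the 958 genes with means of 12 to 14, the spread between 2 replicates of a group (robust SD of a single library) lay between 0.025 and 0.052. Such small spreads brought small changes past the threshold, and sizes are therefore given beside each count. Over the 7729 genes with a mean above 8, the first principal component held 86.7% of the variance and parted WT from KO libraries, and the second held 6.0% and parted ERT2 from Cre-ERT2 libraries.

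The targeted genes were examined first as a check of the labels. Ikzf1 (ENSMUSG00000018654, chromosome 11, 11685003 to 11772926, plus strand) did not have lower mRNA in the libraries labelled KO. It averaged 13.74 ± 0.012 (SD, n = 3) in ERT2 WT libraries and 14.75 ± 0.0067 (SD, n = 3) in ERT2 KO libraries, a rise of 1.01 (SE 0.018, limma adjusted p 1.93e-13). Ikzf3 (ENSMUSG00000018168, chromosome 11, 98464902 to 98546031, minus strand) averaged 11.63 ± 0.049 (SD, n = 3) and 10.98 ± 0.014 (SD, n = 3) in the same groups and fell by 0.65 (SE 0.043, limma adjusted p 5.23e-08). Gene-level values do not show whether a transcript carries a frameshift, so they neither establish nor exclude loss of the proteins, which the study examined by western blot, and KO below stands for the libraries labelled KO. Ctnnb1 (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507, plus strand) averaged 12.44 ± 0.013 (SD, n = 3) in ERT2 WT and 12.51 ± 0.017 (SD, n = 3) in Cre-ERT2 WT libraries, a change of 0.065 that was not called (limma adjusted p 0.128). It rose by 0.13 upon Cre activation in KO cells (limma adjusted p 0.00407). Excision of exon 3 cannot be read from these values.

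**Figure D1:**
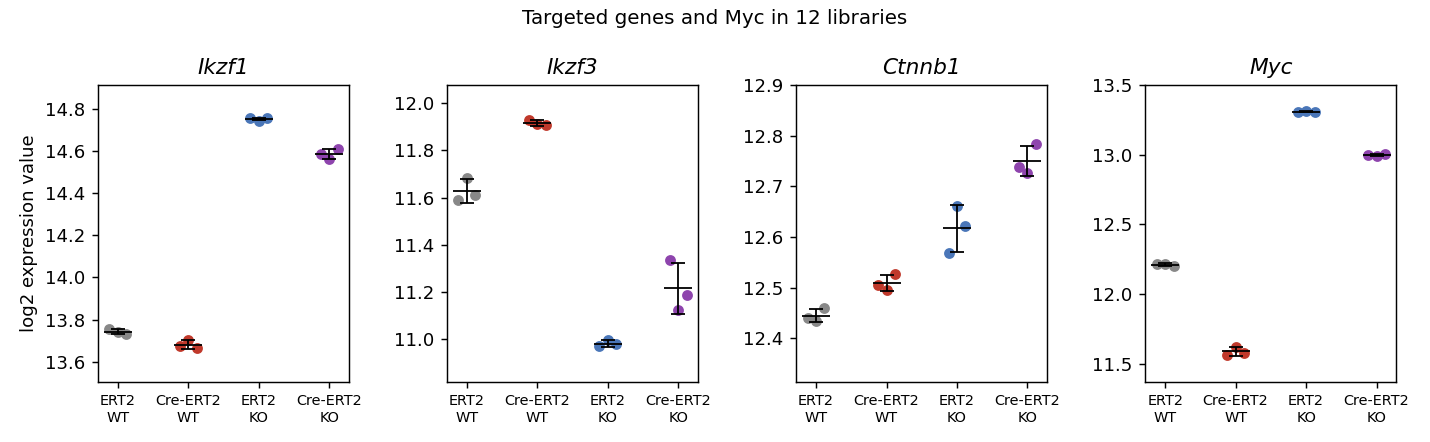
Log2 expression of Ikzf1, Ikzf3, Ctnnb1 and Myc (vertical axes, normalized log2 values, not starting at 0) in the 4 groups (horizontal axes). Points are single libraries, and bars give the mean and SD of 3 replicates. Ikzf1 is higher and Ikzf3 lower in libraries labelled KO, and Myc falls with Cre-ERT2 in both backgrounds from a higher level in KO.

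The first comparison asked which genes respond to stabilized β-catenin when Ikaros factors are present. In WT cells 1443 genes (11.9% of those tested) were called, 720 higher and 723 lower in Cre-ERT2 libraries (641 and 831 when each library was centered on its median). Most changes were small, with a median absolute change of 0.15 among called genes. Of the called genes, 42 changed by at least 0.5 (37 higher, 5 lower) and 9 by at least 1. A fit to the 6 WT libraries alone called 1274 genes. The alternative that moved the count most without a fold change threshold was an adjusted p under 0.01, with 787 genes. All 3 values of one group lay above all 3 of the other in 31.1% of genes, where chance gives 10%.

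Among genes above the median expression, the largest rises in WT cells were Dgka (1.31, SE 0.025), Sbk1 (1.06), Kbtbd11 (1.05), Megf10 (0.97) and Igfbp4 (0.92). The largest falls were Esr1 (-2.16), Myc (-0.62), Nov (-0.53), Dusp5 (-0.45) and Sdc4 (-0.42). The vectors themselves encode an estrogen receptor domain, and the values at Esr1 (ENSMUSG00000019768) do not separate the endogenous gene from the vector.

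Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374, plus strand) averaged 12.21 ± 0.0095 (SD, n = 3) in ERT2 WT and 11.59 ± 0.030 (SD, n = 3) in Cre-ERT2 WT libraries. The fall of 0.62 (SE 0.019, limma adjusted p 6.69e-10) exceeded the spread between replicates, and all 3 Cre-ERT2 values lay below all 3 ERT2 values. The exact permutation test gave its smallest possible 2-sided p, 0.1. Prdm1 rose by 0.66 (SE 0.023) and Pax5 fell by 0.22 (SE 0.035). The 6 β-catenin feedback genes rose, Kremen1 by 0.69, Nkd1 by 0.53, Tle3 by 0.32, Axin2 by 0.29, Nkd2 by 0.28 and Tcf7 by 0.26. Axin2 was weakly expressed, at 5.09 in ERT2 WT and 5.37 in Cre-ERT2 WT libraries, so compression may have reduced its changes and spreads. Of the 12 genes fixed beforehand, 11 were called over all genes tested and 12 when adjusted over the list alone.

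The second comparison asked for the same response in KO cells. There 1531 genes (12.6%) were called, 883 higher and 648 lower, of which 62 changed by at least 0.5 and 15 by at least 1. The excess of rises depends on the scaling, since centering each library on its median gave 774 higher and 766 lower, and quantile normalization 796 and 778. The fit to the 6 KO libraries alone called 934. Among called genes above the median expression, the largest rises by rule were Sbk1 (1.38), Dgka (1.29), Phlda1 (1.11), Mmp2 (1.09) and Kbtbd11 (0.98). The largest falls by rule were Esr1 (-2.04), Syndig1l (-0.53), Fasn (-0.42), Ero1l (-0.38) and Jund (-0.32). Myc averaged 13.31 ± 0.0039 (SD, n = 3) in ERT2 KO and 13.00 ± 0.0074 (SD, n = 3) in Cre-ERT2 KO libraries. It thus still fell, by 0.31 (SE 0.019, limma adjusted p 3.11e-07), again with no overlap between groups and an exact permutation p of 0.1. Prdm1 rose by 0.64 and Pax5 fell by 0.30. Nkd1 rose by 1.10, Tcf7 by 0.85, Kremen1 by 0.54, Nkd2 by 0.35, Tle3 by 0.17 and Axin2 by 0.14. All 12 genes fixed beforehand were called, over all genes tested and adjusted over the list alone.

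The responses of the backgrounds share no library. Across the 12151 genes, which are not independent replicates, the fold changes correlated with Pearson's r 0.52 and Spearman's rho 0.37. Of the 1443 genes called in WT cells, 569 were called in the same direction in KO cells and 26 in the opposite direction. By direction these were 356 of 720 rises and 213 of 723 falls. Of the 37 genes that rose by at least 0.5 in WT cells, 36 were called higher in KO cells, and of the 5 that fell by as much, 3 were called lower.

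The interaction tests whether the β-catenin effect differs between the backgrounds. It was called for 550 genes (4.53%), with 329 positive and 221 negative differences. Only 35 of them differed by at least 0.5, and 7 by at least 1. The effects of 26 of the 550 genes were called in both backgrounds with opposite directions. Another 148 had the larger effect in KO cells and 100 the smaller one, in the same direction, and the remaining 276 had opposite signs without being called in both. The fall of Myc was smaller in KO cells by 0.31 (SE 0.027, limma adjusted p 2.70e-05). Tcf7 (0.58) and Nkd1 (0.57) rose more in KO cells, and Axin2 (-0.15) rose less. Axin2 was weakly expressed, at 5.01 ± 0.00028 (SD, n = 3) in ERT2 KO libraries, so compression may understate its rise in KO cells. Differences for Kremen1, Nkd2, Tle3, Prdm1 and Pax5 were not called. Of the 12 fixed genes 5 were called, and 6 when adjusted over the list alone. Ikzf1 (-0.10) was called at an adjusted p of 0.0422, and lost the call in most alternatives. The largest differences by rule were Mmp2 (1.08), Tcrg-C2 (0.67), Iqgap2 (0.60), Aplp2 (0.60) and Phlda1 (0.54) upward and Ndst1 (-0.68), Enpep (-0.47), Igfbp4 (-0.44), Tubb3 (-0.41) and Kmt2d (-0.39) downward. Tcrg-C2 has near-identical copies that can share its reads. On the unlogged scale the fall of Myc was 1664 ± 41.3 (SE) normalized units in WT and 1960 ± 28.9 (SE) in KO cells, or 35.1% and 19.3% of the ERT2 level. The smaller fall in KO cells thus holds on the log2 scale and as a share, and not in absolute units.

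**Figure D2:**
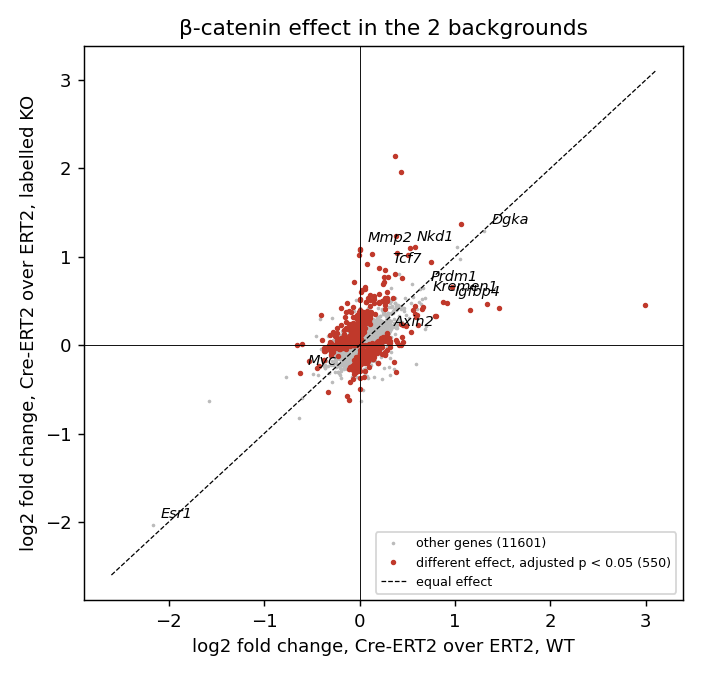
Log2 fold change of each of 12151 genes between Cre-ERT2 and ERT2 libraries in WT cells (horizontal axis) and in libraries labelled KO (vertical axis). Red points are the 550 genes whose effects differ at an adjusted p under 0.05, grey points the other genes, and the dashed line marks equal effects. Myc lies below 0 on both axes, nearer to 0 in KO.

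The comparisons of KO with WT cells gave more and larger changes than those of β-catenin. In ERT2 libraries 7175 genes (59.0%) were called, 3616 higher and 3559 lower, with 891 changed by at least 0.5 and 238 by at least 1. This split depends on the scaling, since centering each library on its median gave 2866 higher and 4747 lower. Among called genes above the median expression, the largest rises by rule were Tbx19 (4.57), Mmp2 (4.24), Luzp1 (3.94), Maged1 (3.57) and Amotl1 (3.21). Among the largest falls by rule were Il2ra (-3.38), Slfn2 (-2.85), Spib (-2.80) and Slamf7 (-1.99). Myc was higher by 1.10 (SE 0.019, limma adjusted p 1.55e-13) and the exact permutation p was 0.1. Nkd2 (0.94), Kremen1 (0.93) and Tcf7 (0.33) were higher, Axin2 was lower (-0.078), and Prdm1, Pax5 and Tle3 were not called. Of the 12 fixed genes, 9 were called over all genes tested and 9 adjusted over the list alone.

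With stabilized β-catenin, 7161 genes (58.9%) differed between KO and WT cells, 3688 higher and 3473 lower, 907 of them by at least 0.5 and 254 by at least 1. Median centering gave 2983 higher and 4789 lower. Among called genes above the median expression, the largest rises by rule were Mmp2 (5.33), Tbx19 (4.61), Luzp1 (4.12), Amotl1 (3.37) and Maged1 (3.35). Among the largest falls by rule were Il2ra (-3.36), Spib (-2.80), Slfn2 (-2.64) and Tubb2b (-2.09). Myc was higher by 1.41 (SE 0.019, limma adjusted p 1.93e-14), with an exact permutation p of 0.1. In both comparisons 5956 genes were called in the same direction, and across genes the changes correlated with r 0.96 (rho 0.90). These comparisons share no library, but they may rest on the same single-cell-derived lines. A difference between lines unrelated to the edit would then recur in both. Of the fixed genes 11 were called, and 11 adjusted over the list alone.

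The Myc target list was lower upon β-catenin stabilization in both backgrounds. In WT cells the median change of its 199 genes was -0.052 (159 lower, 40 higher, fgsea adjusted p 3.36e-12), and in KO cells -0.029 (133 lower, 66 higher, adjusted p 0.000125). The difference had a median of 0.036 (147 positive, adjusted p 0.000793). In WT cells 52 genes of the list were called over all genes tested and 70 adjusted over the list alone, and in KO cells 24 and 23. Camera with its preset correlation gave the same 3 calls, and fry gave them among others. Camera with an estimated correlation kept only the call in WT cells (adjusted p 0.0117) and gave 0.136 in KO cells and 0.104 for the difference. At baseline fgsea did not call the list between KO and WT cells (median 0.0064, adjusted p 0.648), nor with stabilized β-catenin (0.046, adjusted p 0.219). Camera did not call it in these comparisons either, with preset or estimated correlation. Fry called it in both (adjusted p 0.00176 and 1.03e-05), so the tests disagreed. Myc itself was higher in both. Among the 10000 random lists matched on mean expression, which take no account of correlation between genes, the median of the Myc target list lay at percentile 0 for β-catenin in WT and in KO cells, 99.65 for KO at baseline, 100 for KO with stabilized β-catenin and 99.95 for the difference.

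The Wnt feedback list was higher with stabilized β-catenin in WT cells (median 0.23, 9 of 13 genes higher, fgsea adjusted p 0.0126) and in KO cells (0.16, 12 of 13 higher, adjusted p 0.00223). It was also higher in KO than in WT cells at baseline (0.55, 10 of 13, adjusted p 0.00106) and with stabilized β-catenin (0.81, 9 of 13, adjusted p 2.63e-05). The difference of the β-catenin effect had a median of 0.080 (adjusted p 0.0278). Camera, with preset or estimated correlation, and fry kept all 5 calls. Among matched random lists its median lay at percentile 100 in the first 4 comparisons and 99.93 for the difference. Genes of this list called over all genes tested numbered 10 in WT and 11 in KO cells, and 10 and 12 adjusted over the list alone. The 6 genes that the study names are part of this list. Without them the median in WT cells was -0.0054 (adjusted p 0.401), and over all alternatives for the WT comparison the adjusted p ran from 9.54e-07 to 0.401.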

Values the study reported

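In separate RNA-seq of BCR-ABL1 B-ALL cells, with 4 cell lines as replicates, the study reported 354 genes that rose and 119 genes that fell upon stabilization of β-catenin.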

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

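The 18 results below were singled out because the β-catenin effect in KO cells differed from that in WT cells by a test of the difference itself. Groups of 3 libraries were not tested for outliers. The tests of the unlogged Myc values, shrinkage, GC content and gene length were chosen after the results were seen, and those of other splits and low expression before.

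The effect differed for 550 genes. Treatment labels were also exchanged within each background, which allows 200 splits. Of 100 drawn, the real one included, 1 gave as many genes. Of the other 99, 15 gave at least 100 genes, and the largest of these counts was 66.4% of the real one. Exchanges that mix ERT2 and Cre-ERT2 libraries put the β-catenin effect into the spread within groups, which lowers their counts. The counts of such splits therefore do not decide whether the effects differ. Trends with GC content and gene length made up a median of 0.0037 of the difference of called genes, against a median absolute difference of 0.20, which argues against such trends as the whole source. Other effects of GC or length on single genes were not tested. A floor on genes that are low in one background stays open. Ranked by the lower of the means of the WT and KO libraries, 26.2% of the called genes lay in the lowest 25% against 24.9% of the others. That limit was 6.53, and Mmp2, with a mean of 6.74 in WT libraries, was not counted as low. A different response of the KO-labelled cells to β-catenin stays open as a biological hypothesis. A difference between single-cell-derived lines unrelated to Ikzf1 and Ikzf3 stays open too, because the study used several clones of each genotype without saying which of them these libraries came from.

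Myc fell less in KO cells, with a difference of 0.31. GC and length trends made up 0.0023 of this, which argues against them as its source. The other readings stay open. On the unlogged scale the change in KO minus that in WT was -296.6 units, so the absolute fall was larger in KO cells. The smaller log2 effect may therefore partly reflect the higher starting level of Myc in KO cells. Shrinkage by the authors' transformation cannot be told apart from these, because the replicate spread at Myc's level (at least 0.025) does not show whether or how far differences between groups were pulled in.

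Other genes with a different effect were Nkd1 (0.57) and Tcf7 (0.58), which rose more in KO cells, and Axin2 (-0.15), which rose less. Axin2 was weakly expressed, with a mean of 5.01 in ERT2 KO libraries, so compression may understate its rise there. Ikzf1 (-0.10) was near the threshold. Of the genes found by rule, the positive differences were Mmp2 (1.08), Tcrg-C2 (0.67), Iqgap2 (0.60), Aplp2 (0.60) and Phlda1 (0.54), and the negative ones Ndst1 (-0.68), Enpep (-0.47), Igfbp4 (-0.44), Tubb3 (-0.41) and Kmt2d (-0.39). Tcrg-C2 belongs to a family of near-identical constant segments, so its value is uncertain. No explanation was tested for these genes one by one.

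The Myc target list had a median difference of 0.036 and the Wnt feedback list of 0.080. Camera with an estimated correlation did not call the first. The second lost its call without Myc (adjusted p 0.0696) and without the 6 genes that the study names (adjusted p 0.0552), and over its alternatives the adjusted p ran from 8.79e-07 to 0.186.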

How the results depend on the processing

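Counts of called genes stayed within 1.5 times of those reported under every alternative but the following. At an adjusted p under 0.01 there were 787 genes for β-catenin in WT cells, 790 in KO cells and 240 for the difference. With an absolute log2 fold change of at least 1 the 5 comparisons (β-catenin in WT, β-catenin in KO, KO at baseline, KO with β-catenin, difference) gave 9, 15, 238, 254 and 7 genes, and with at least 0.5, chosen after seeing the data, 42, 62, 891, 907 and 35. A fit to the 6 KO libraries alone gave 934 genes for β-catenin in KO cells. The stricter thresholds call fewer genes by construction. For the 6-library fit the cause was not tested.

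Leaving out 1 library at a time gave from 1026 to 1659 genes for β-catenin in WT cells, from 1050 to 1458 in KO cells, from 6609 to 7314 for KO at baseline, from 6690 to 7157 for KO with β-catenin and from 383 to 595 for the difference. Myc kept its direction and call in each of these fits, with changes from -0.64 to -0.61 in WT cells, from -0.313 to -0.306 in KO cells and from 0.30 to 0.33 for the difference.

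Same-numbered replicates deviated together in few of the pairs examined. Over 12 same-numbered pairs the correlation of deviations ran from -0.068 to 0.31, and 2 exceeded 0.1. The highest value belonged to replicate 1 of Cre-ERT2 WT and Cre-ERT2 KO. The numbers were not taken to pair the libraries, though a link between some of them stays open. With a replicate block the 5 counts were 1361, 1374, 7089, 7108 and 424.

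The share of higher against lower calls moved by over 10 percentage points for the KO comparisons when each library was centered on its median, from 50.4% to 37.6% higher at baseline and from 51.5% to 38.4% with β-catenin. The median change of all genes moved by -0.032 and -0.034, and the many small changes near 0 make the split sensitive to it.

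Ikzf1 lost its call for β-catenin in WT cells (-0.062) with 6 libraries, the replicate block, a pseudocount of 1 or 10 (-0.062 each), an adjusted p under 0.01, median centering (-0.067) and GC and length correction (-0.050), and in 9 of the 12 fits without 1 library, where it ran from -0.073 to -0.053. Its difference between KO and WT (-0.10) lost the call with the block, an adjusted p under 0.01, median centering (-0.11), quantile normalization (-0.081) and GC and length correction (-0.11), and in 11 of the 12 fits without 1 library (adjusted p from 0.0623 to 0.106 in those), where it ran from -0.12 to -0.092. Among these 12 fits it was called only without replicate 3 of Cre-ERT2 KO. The adjusted p ranged from 0.0270 to 0.177 for the first and from 0.0236 to 0.131 for the second. The cause was not tested.

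The Myc target list at baseline (0.0064 in KO against WT) reversed to -0.026 with median centering, which follows from the shift of -0.032 that centering gives this comparison, and to -0.0033 without replicate 3 of ERT2 WT. It was called with fry (0.0064) and with quantile normalization (0.039). Fits without 1 library ran from -0.0033 to 0.021. With stabilized β-catenin the same list (0.046) was called with fry (0.046), with ranking by the test statistic (0.046), as nucleolar targets (0.097) and with quantile normalization (0.081). The cause of the changes other than that with centering was not tested. In the β-catenin comparisons and their difference the Myc target list kept its direction and call in every alternative run, with the estimated correlation given in the results as the exception.

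The Wnt feedback list lost its call with genes above the median expression only, for β-catenin in WT (0.23), in KO (0.17) and for the difference (0.072), where fewer genes of the list remain. Without Myc the difference (0.076) was not called. Without the 6 genes that the study names, an alternative chosen after seeing the data, the median in WT cells reversed to -0.0054, and the list was not called in KO cells (0.10) or for the difference (0.13). Of the 7 other genes of the list, 4 were called higher and 1 lower in KO cells, and 2 higher and 2 lower in WT cells.

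Among other named genes Pax5 at baseline reversed to 0.0083 with quantile normalization, where it was not called in either fit. Leaving libraries out aside, 6 further results of single genes outside the targeted genes and Myc changed their side of the threshold in at least 1 alternative. Pax5 and Tle3 for KO with β-catenin and Nkd1 at baseline lost their call, and Prdm1 in both KO comparisons and Tle3 at baseline gained one. In fits without 1 library, Tle3 for KO with β-catenin lost its call in 7 of 12 and Pax5 in 4 of 12. DESeq2, other count normalizations and count filters were not run, since the values are not counts, nor were alternatives on the authors' p-values. No filter gave the reported values, since the planned filter removed no gene.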

Other observations

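The tests of p53 targets, Esr1, chromosomes, line differences, the baseline state, GC content and gene length were chosen after the results were seen, and those of other splits before.

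In WT cells 720 genes rose and 723 fell with stabilized β-catenin at an adjusted p under 0.05, with no limit on the size of the change. Those counts are higher than the values quoted from the study above, which come from other libraries and need not rest on the same model or threshold. With a change of at least 0.5, 37 rose and 5 fell, which is lower than the quoted values.

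For each of the 4 comparisons of 3 against 3 libraries, 1 of the 10 splits of the 6 libraries gave as many genes with an adjusted p under 0.05, the real one. It gave 1274 genes for β-catenin in WT cells, 934 in KO cells, 7160 for KO at baseline and 6872 for KO with β-catenin, and each of the other 9 splits gave 0 or 1. At an unadjusted p under 0.05 the other splits gave from 315 to 627, from 253 to 464, from 83 to 118 and from 78 to 189 genes in the same order. As 10 splits cannot give a share under 0.05, the share by itself does not decide. Every other split also mixes libraries of both groups, which puts their difference into the spread within groups and lowers the counts. The low counts of the other splits thus do not test the grouping. Trends with GC content and gene length made up a median of 0.0091 of the change of called genes for β-catenin in WT cells, 0.0067 in KO cells, 0.0048 for KO at baseline and 0.0066 for KO with β-catenin, against median absolute changes of 0.15, 0.14, 0.19 and 0.19. This argues against such trends as the whole source. Other effects of GC or length on single genes were not tested.

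Cre itself can damage DNA, and no library carries active Cre without the floxed exon. The p53 target list did not rise with Cre-ERT2. Its median was -0.035 in WT cells (fgsea adjusted p 0.0961) and -0.087 in KO cells (0.00386), so no net rise was seen. A fall with stabilized β-catenin could mask a rise from Cre, since both are present in every Cre-ERT2 library. The list also informs only as far as these cells keep p53 function. Damage acting through p53 therefore stays open. Other effects of Cre cannot be told apart from β-catenin, since the 569 genes called in the same direction in both backgrounds all come from comparisons in which Cre and stabilized β-catenin go together.

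Esr1 showed the largest fall of any gene above the median expression in both backgrounds, -2.16 in WT and -2.04 in KO cells, from 12.72 ± 0.088 (SD, n = 3) in ERT2 WT libraries. The next largest falls among called genes above the median expression were -0.62 (Myc) in WT and -0.53 (Syndig1l) in KO cells. With genes that were not called included they were -1.57 and -0.82, each in a predicted gene. The difference between the backgrounds was 0.12 and was not called. A candidate explanation is that reads of the receptor domain in the vectors were counted at Esr1, and that the ERT2 vector gave more of them than the Cre-ERT2 vector. Reads over the gene would decide this and were not analysed here.

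The difference between KO and WT cells at baseline did not follow whole autosomes or the X chromosome. The median change of genes with a mean above 9 lay between -0.060 and 0.025 over 19 autosomes and was -0.020 for 195 genes of the X chromosome. The Y chromosome was not tested, and an inactive X would not show. Differences between single-cell-derived lines other than Ikzf1 and Ikzf3 cannot be told apart from the edit. Replicates of 1 group differed with a robust SD of at most 0.079 against 0.20 for the KO change, but neither the labels nor the study say whether these replicates are separate clones.

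Wnt feedback genes were higher in KO cells at baseline, and a response to β-catenin already under way there was considered. The 720 genes that rose in WT cells with stabilized β-catenin had a median baseline change of -0.064 in KO cells. These comparisons share the ERT2 WT libraries, and 100 simulations of unchanged groups gave from 0.023 to 0.033 for as many genes. The median of the set thus lay lower, not higher, in KO cells, though 279 of the 720 genes were higher. This argues against such a response across the set as a whole. A response of some of its genes stays open. Kremen1 (0.93), Nkd2 (0.94), Tcf7 (0.33) and Nkd1 (0.11) were higher at baseline, the weakly expressed Axin2 (-0.078) was lower, and Tle3 was not called. Ctnnb1 mRNA was also higher in KO cells at baseline (0.17, limma adjusted p 6.70e-05), which does not give the level of the protein. Many other genes differ between KO and WT cells at baseline, which the simulations do not model.

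Of the further lists, nucleolar Myc targets were lower with β-catenin in WT cells (median -0.13) and KO cells (-0.059). The pre-B cell receptor list was lower in KO cells at baseline (-0.45, 16 of 18 genes, fgsea adjusted p 0.000698). For the interferon list, with a median of -0.10 there and 14 of 20 genes called lower and 3 higher, the tests disagreed. It was not called with fgsea (adjusted p 0.265) or camera with an estimated correlation (0.0506), and was called with camera's preset correlation (0.00703) and fry (1.78e-08). Its median lay at percentile 0.01 of the matched random lists.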
